# Eosinophils Respond to Extracellular Matrix Treated Muscle Injuries but are Not Required for Macrophage Polarization

**DOI:** 10.1002/adhm.202400134

**Published:** 2024-07-27

**Authors:** Ravi Lokwani, Daphna Fertil, Devon R. Hartigan, Aditya Josyula, Tran B. Ngo, Kaitlyn Sadtler

**Keywords:** eosinophils, immunoengineering, muscle trauma, regeneration, wound healing

## Abstract

The immune response to decellularized extracellular matrix (ECM) muscle injury is characterized by Th2 T cells, Tregs, M2‐like macrophages, and an abundance of eosinophils. Eosinophils have previously been described as mediators of muscle regeneration but inhibit skin wound healing. In addition to response to wounding, a large number of eosinophils respond to biomaterial‐treated muscle injury, specifically in response to decellularized ECM. ECM treatment of muscle wounds has been associated with positive outcomes in tissue regeneration, but the detailed mechanisms of action are still being evaluated. Here, this work investigates the role of these eosinophils in terms of their immunologic phenotype and subsequent effect on the local tissue microenvironment. These cells have a mixed phenotype showing both type‐2 and regulatory gene upregulation and but are not required for macrophage polarization. Beyond the local tissue, ECM treatment is seen to induce a transient flux of eosinophils to the lungs but prevented a trauma‐associated neutrophilia in the lungs of injured mice. This work believes this local and systemic immunomodulation contributes to the regenerative effects of the material and such distal tissue effects should be considered in therapeutic design and implementation.

## 1 Introduction

There is a consensus in bioengineering that the outcome of a device used to repair or replace the function of a damaged tissue or organ is strongly dependent upon the immune system.^[^ ^1^ ^]^ Immune cells can have both pro‐healing and rejection phenotypes when it comes to biomaterials and recent efforts have focused on controlling and manipulating these responses to promote tissue integration and regeneration. When responding to an insult such as a wound or foreign body, the first cells to respond to the injury are granulocytes, such as neutrophils and eosinophils, and macrophages.^[^ ^2^ ^]^ There is a robust body of literature on the role of macrophages in wound healing and the foreign body response, but less is known for granulocytes especially with biomaterial‐mediated tissue regeneration. Eosinophils have been implicated on recovery from denervation‐based (cardiotoxin‐induced) muscle injury, and neutrophils are known responders in a canonical foreign body response (FBR).^[^ ^3^ ^]^

Initial neutrophil dominated inflammation is a part of typical pro‐fibrotic FBR that precedes collagen encapsulation of implanted material.^[^ ^4^ ^]^ Whereas we had previously reported a robust neutrophil recruitment to certain materials such as polyethylene and polyethylene glycol, the decellularized extracellular matrix (ECM) biomaterial has a robust eosinophil recruitment.^[^ ^5^ ^]^ The type‐2 like response against biologically‐derived scaffolds such as decellularized ECM are documented as pro‐regenerative in nature due to its tissue regeneration associated inflammatory components such as presence of pro‐regenerative macrophages and adaptive IL‐4 secreting Th‐2 cells that promote macrophage class switching into pro‐regenerative phenotype.^[^ ^6^ ^]^ Besides macrophages, tolerogenic dendritic cells, basophils, and adaptive immune cells, the biological scaffold induces a very high influx of eosinophils at the site of implant that makes up a significant fraction of the immune cells responding to the material.^[^ ^5^, ^7^ ^]^ As these signals have also been associated with fibrosis, a delicate balance must be struck in designing new materials to promote proper tissue regeneration and work in concert with other immune cells such as regulatory T cells that have been directly implicated in this regenerative process.^[^ ^8^ ^]^

While a significant amount is known about the pro‐inflammatory role of eosinophils in disease such as asthma,^[^ ^9^ ^]^ esophagitis,^[^ ^10^ ^]^ and helminth infection,^[^ ^11^ ^]^ not much is known about their role in biomaterial tissue interaction especially in relation to their abundant presence at biological scaffold implant site. Under healthy state, bone marrow generates low number of eosinophils into circulation that home to gut mucosa where they help in maintenance of homeostasis.^[^ ^12^ ^]^ Recent findings have suggested that eosinophils residing in tissue under healthy state express an immuno‐regulatory profile compared to inflammatory eosinophils released in circulation due to allergic reaction such as type‐2 asthma.^[^ ^13^ ^]^ Past studies have characterized inflammatory and regulatory eosinophils based on surface expression of CD101 (a costimulatory marker that has also been associated with regulation of colitogenic T cells^[^ ^14^ ^]^) and CD62L (L‐selectin‐ adhesion molecule) expression where inflammatory eosinophils phenotype had CD101^high^ and CD62L^low^ expression and were featuring segmented nucleus morphology whereas regulatory eosinophils had ring‐shaped nucleus along with CD101^low^ and CD62L^moderate^ surface expression.^[^ ^13^ ^]^ Given the ring‐shaped morphology of most eosinophils in mice (compared to humans) it is still possible to evaluate these phenotypes in mice through the expression of CD101 and CD62L.

Understanding more about the mechanisms of action of these “pro‐regenerative” materials could lead to optimized formulations that promote a more robust tissue regeneration.^[^ ^5^, ^6^ ^]^ It is likely that there are components of responses to ECM scaffolds that are both pro‐regenerative but also components that could be reduced or augmented to increase new tissue growth and decrease scar tissue formation. Given the dual role of type‐2 immune responses (such as those associated with eosinophilic infiltration) in promoting would healing but also being associated with fibrosis,^[^ ^15^ ^]^ we sought to characterize the granulocyte response to decellularized ECM. This allows us to determine if the robust eosinophil infiltration was more canonically inflammatory or serving a more nuanced role in the wound healing and regeneration process. As others have reported a critical role for eosinophils in muscle healing in a fundamentally different muscle injury model—cardiotoxin injection—we sought to understand the potential role of ECM‐induced eosinophil recruitment in its pro‐regenerative phenotype. Our goal in this study was to understand the kinetics of recruitment, immunological function of muscle eosinophils, and relevance to muscle regeneration in the context of traumatic muscle injury and material implantation for reconstructive purposes.

## 2 Results and Discussion

As previous studies revealed a robust eosinophil response to decellularized ECM,^[^ ^5b^ ^]^ we sought to characterize this response through a murine model of volumetric muscle loss. Given clinical uses of porcine decellularized small intestinal submucosa (SIS) in the clinic and minimal difference between skeletal muscle derived and SIS derived matrices,^[^ ^16^ ^]^ we sought to evaluate the clinically used ECM product (SIS) in our studies. We prepared ECM through mechanical isolation of the SIS followed by treatment with peracetic acid that yielded a significant decrease in double stranded DNA as quantified by PicoGreen assay (*p* = 0.0029, **Figure** **1**a). Decellularization was subsequently confirmed through histologic analysis of the ECM revealing the absence of hematoxylin‐stained nuclei via hematoxylin and eosin (H&E) and staining of collagen with picrosirius red (PSR, Figure 1b). After VML and treatment with ECM for 7 or 21 days, we excised the quadriceps muscle and generated a single cell suspension followed by staining with a 10‐color flow cytometry panel to evaluate immune cell infiltration, activation, and polarization—focusing on granulocytes (Figure 1c,d). Through flow cytometry there was an obvious and abundant population of high side‐scatter cells that is characteristic of granulocytes such as neutrophils and eosinophils (Figure 1c). This was confirmed with staining for Siglec‐F where we saw a large presence of eosinophils (Figure 1d), accompanied by a significant increase in *Il5* gene expression upon treatment of the injury with ECM (ECM_tx_, Figure 1e). IL‐5 is a cytokine important in the activation of eosinophils that is secreted by both immune and nonimmune cells. While IL‐5 is associated with a conversion of M1‐like macrophages to M2‐like macrophages that aid in wound healing, healing of skin wounds in IL‐5 overexpressing mice was shown to be inhibited and characterized by an excessive infiltration of eosinophils.^[^ ^17^ ^]^ There is less known directly on the role of IL‐5 in muscle wound healing as opposed to skin healing where it has been targeted via monoclonal antibody blocking to promote wound repair.^[^ ^18^ ^]^ IL‐5 is associated with some pro‐fibrotic type‐2 immunity, but likely plays multiple roles that require precise timing for optimal outcomes.

**Figure 1:**
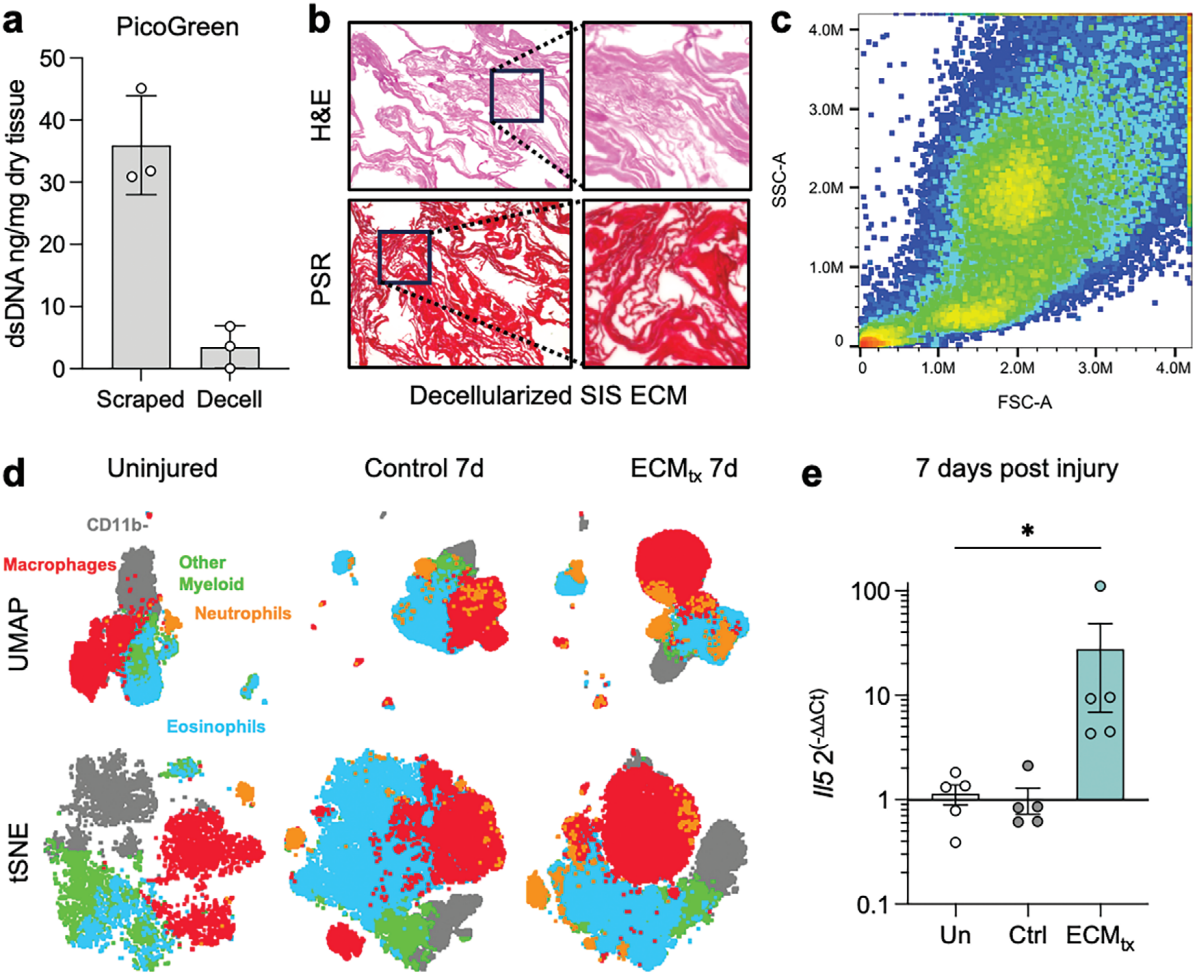
Decellularization of extracellular matrix (ECM) and overall infiltrate into muscle injury. a) PicoGreen double‐stranded DNA (dsDNA) quantification in mechanically scraped small intestinal submucosa (SIS) and decellularized SIS (Decell) as a fraction of lyophilized dry weight. Data are mean ± standard deviation, *n* = 3 different lots of ECM. b) Hematoxylin and eosin (H&E, top) and picrosirius red (PSR, bottom) stained decellularized SIS ECM. c) Cell infiltrate into muscle at 7 days post‐injury (dpi) by flow cytometry. FSC = forward scatter, SSC = side scatter. Representative image of *n* = 5. d) Overall immune infiltrate at 7 dpi detected by flow cytometry and displayed by dimensionality reduction algorithms, UMAP (uniform manifold approximation and project) and tSNE (t‐stochastic neighbor embedding). Gray = CD45+CD11b‐ cells, Green = CD45+CD11b+Lin‐ myeloid cells, Red = F4/80+ macrophages, Orange = Ly6G+ neutrophils, Blue = SiglecF+ eosinophils. e) Gene expression of Il5 (eosinophil activation cytokine) in muscle quantified as a fold change over uninjured control. Data are mean ± SEM, *n* = 5 per treatment group, ^*^ *p* < 0.05, Kruskall–Wallis ANOVA with Dunn post‐hoc correction for multiple comparisons.

### 2.1 Eosinophil and Macrophage‐Dominant Inflammation in Response to ECM‐Treated Muscle Injury

Consistent with past findings on presence of eosinophils and neutrophils in different tissues during steady‐state,^[^ ^13^, ^19^ ^]^ we reported a small presence of eosinophils, macrophages along with few neutrophils and other immune cells in an uninjured mouse quadriceps muscle (*t* = 0, **Figure** **2**a,b). As expected, there was a large increase in overall immune infiltration after VML that persisted through 42 days post‐injury which was enhanced by material treatment and dominated by large numbers of myeloid cells (CD11b^+^) including eosinophils (CD45^+^CD11b^+^Siglec‐F^+^F4/80^lo^Ly6G^−^SSC^hi^) and macrophages (CD45^+^CD11b^+^Siglec‐F^−^F4/80^+^Ly6G^−^SSC^hi^, Figure 2a). There was also a smaller but significant infiltration of neutrophils (CD45^+^CD11b^+^Siglec‐F^−^F4/80^−^Ly6G^+^SSC^hi^) in both control and ECM_tx_ injuries that rapidly peaked at 7 days post‐injury (dpi) then returned to baseline within 21 dpi. The persistence of this proportion of eosinophils is one of the most robust phenotypes of this material alongside the M2‐like macrophages that accompany it, which have been previously described as expressing a number of scavenger receptors including CD206 and CD301b.^[^ ^5^, ^6^ ^]^

**Figure 2:**
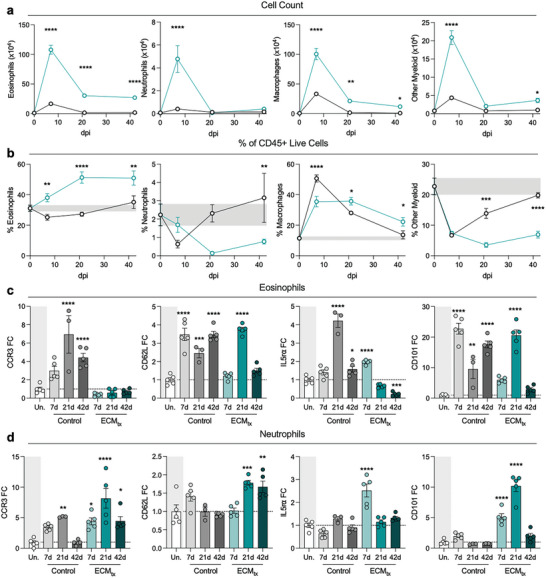
Granulocytic response to injury with and without extracellular matrix (ECM) treatment. a) Count of immune cells in response to injury per quad, t0 = uninjured. b) Proportion of myeloid cells in response to injury as a fraction of CD45+ cells. Teal = ECM_tx_, Black = control injury, grey band = uninjured range. c,d) Fold change of CCR3, CD62L, IL5ra, and CD101 fluorescence intensity over cells isolated from uninjured mice at 7‐, 21‐, and 42‐days post‐injury on c) eosinophils, and d) neutrophils. White bar = uninjured, Black/gray bars = control injury, Teal bars = ECM_tx_. Data are mean ± SEM, *n* = 3–5 mice. ANOVA with FDR or Tukey post‐hoc correction for multiple comparisons. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p*< 0.001; ^****^ *p* < 0.0001 compared to uninjured control.

While numbers of immune cells increase after injury, as a fraction of total immune cells (CD45^+^) the eosinophil proportion saw a decline from its uninjured level in response to control injury at 7 dpi and continued until 21 dpi before rising again to uninjured levels at 42 dpi (Figure 2b). In contrast to control injury, the ECM‐treated muscle injury displayed a significant (*p* < 0.01) increase in eosinophil recruitment which peaked at 21 dpi ($\bar{X}=51.28\%\pm \mathrm{SEM}=3.77$) and was maintained through 42 dpi. Both control and ECM_tx_ injuries bore strong persistence of macrophages throughout injury recovery with the control injuries having slightly higher macrophage prevalence at 7 dpi which correlated with the higher eosinophil response to ECM_tx_. While control injury returned close to steady‐state uninjured immune infiltrate by 42 dpi (both in cell count and proportions of CD45+ cells) ECM_tx_ injury was still undergoing immune responses through 42 dpi in agreement with prior studies.^[^ ^5b^ ^]^ This large increase in eosinophil infiltration to an injury site is as high as those seen in standard eosinophil responses such as asthma and allergy.^[^ ^20^ ^]^ Given their strong ability to alter local microenvironments through secretion of cytokines and chemokines as well as degranulation with lipases, collagenase, cathepsin, and ribonucleases, this rapid and large influx into the wound space likely alters the other immune cells in that space as well as the resident stem cells.

### 2.2 Alterations in Activation Markers and Cytokine/Chemokine Receptors on Granulocytes After Injury and ECM Treatment

Previous studies have reported different phenotypes of granulocytes based on surface expression of CD62L, CD101, CCR3, and IL5ra in steady state and in inflammatory conditions.^[^ ^13^ ^]^ We decided to utilize these markers to understand the change in granulocyte phenotypes from their homeostatic state (uninjured muscle) in response to injury with and without ECM treatment during the course of initial injury response and the resolution timeframe (Figure 2c,d). The eosinophils recruited in response to control injury expressed higher levels of CCR3 (that can bind both eotaxin and eotaxin‐3 along with MCP3, MCP‐4 and RANTES) in comparison to those isolated from an uninjured muscle. This expression level peaked at 21 dpi but remained elevated at 42 dpi. In contrast, CCR3 expression did not significantly increase on eosinophils in ECM_tx_ injuries and remained constant throughout the course of injury recovery. Eosinophils in response to both control injuries and ECM_tx_ injuries saw increases in their CD62L expression with a more transient upregulation seen in ECM_tx_ that peaked at 21 dpi. High CD62L expression has been associated with more anti‐inflammatory resident eosinophils in the lung whereas CD62L low cells are associated with inflammatory peripheral blood recruited eosinophils.^[^ ^21^ ^]^ As with CCR3, IL5ra saw greater increases on eosinophils in response to control injuries peaking at 21 dpi, whereas ECM_tx_ saw an early peak at 7dpi with a refractory decrease by 42dpi. IL‐5, the ligand for IL‐5ra, is a pro‐inflammatory cytokine that has been associated with the pathology of eosinophilic diseases.^[^ ^22^ ^]^ Expression of CD101 mirrored the patterns of CD62L expression with a persistent upregulation in control injuries, whereas ECM_tx_ saw a transient peak at 21 dpi. As mentioned, CD101 has previously been reported to act to limit the responses of colitogenic T cells, possibly acting in a regulatory role which may also be occurring in response to wounding.^[^ ^14^ ^]^

The pattern of expression of these receptors differed on neutrophils (Figure 2d). Both control and ECM_tx_ injuries had peaks of CCR3 expression by 21 dpi but ECM_tx_ maintained higher CCR3 expression both at 7 and 42 dpi. Expression of CD62L on neutrophils did not increase significantly in control injury but was higher in ECM_tx_ neutrophils at both 21 and 42 dpi, albeit with lower fold changes over uninjured controls in comparison to the changes seen on eosinophils. While eosinophils in control injury saw an increase in IL5ra, the same was not true for neutrophils; however, we did see similar IL‐5ra increases at 7 dpi in ECM_tx_ neutrophils. The same was true for CD101 expression, with minimal changes from uninjured in the control injuries, but significant increases in CD101 expression on neutrophils at both 7 and 21 dpi in ECM_tx_ injuries. The expression of both CD62L and CD101 on neutrophils that are in the lungs of ECM_tx_ mice is of interest as both of these makers have been associated with a less inflammatory phenotype than their CD62L‐CD101‐ counterparts.

### 2.3 Type2/Regulatory Transcriptome is Induced in Eosinophils Responding to ECM_tx_ Injury

Given the strong prevalence in response to ECM_tx_ injury and in order to further characterize the eosinophil response to these injuries we sorted them from uninjured muscles and ECM_tx_ injuries at 7 and 21 dpi. The eosinophil sorted from blood, uninjured muscle, or from ECM‐treated injured muscle had a consistent ring‐shaped nucleus morphology characteristic of murine eosinophils (**Figure** **3**b). The eosinophils sorted from ECM_tx_ muscle injury did display a more activated (hypersegmented nuclei) and degranulated phenotype (minimal eosin staining in cytoplasm) in comparison to those from uninjured muscles and the peripheral blood. The eosinophils in ECM‐treated injury at 7 dpi had significantly elevated expression of *Il4*, *Il13*, *Il10* and *Il6* in comparison with both uninjured muscle and ECM‐treated injury at 21 dpi (Figure 3d–g) and *Tgfb1* in comparison with uninjured only (Figure 3h). The eosinophils from ECM‐treated injury at 21 dpi had significantly elevated *Nedd4* (previously associated with tolerance and immunoregulation^[^ ^23^ ^]^) expression in comparison with ECM‐treated injury at 7 dpi (Figure 3i). This upregulation of *Il6*, *Il4*, *Il13*, and *Il10* in response to ECM scaffolds has previously been described in T cells within the muscle wound microenvironment.^[^ ^5b^ ^]^ Induction of IL‐4 has been reported systemically as well with upregulation in draining lymph nodes.^[^ ^6a^ ^]^

**Figure 3:**
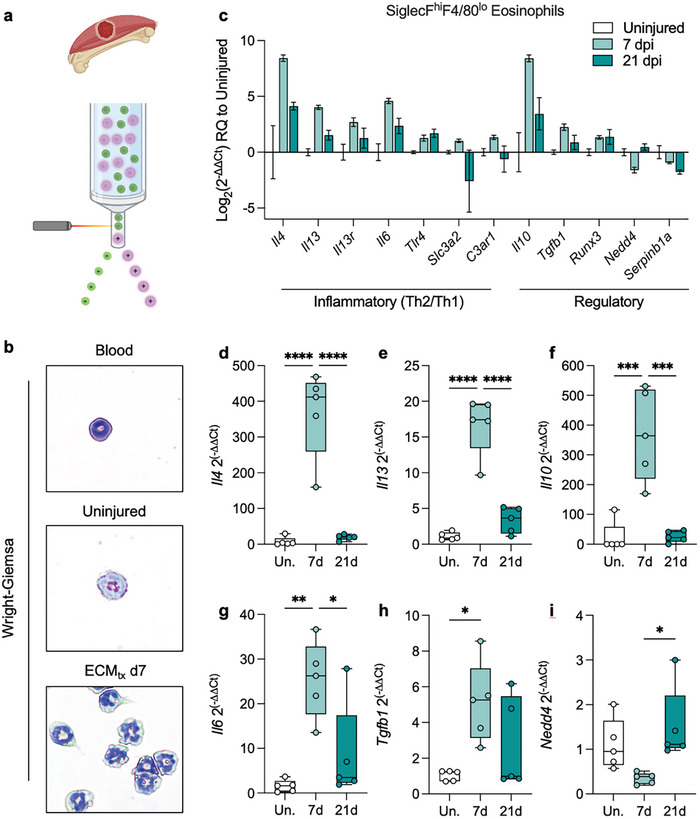
Transcriptome of injury responding eosinophils has a type‐2 and regulatory profile. a) Schematic of cells isolated for analysis, made in BioRender. b) Phenotype of eosinophils isolated from peripheral blood, uninjured mouse quad, and injury with extracellular matrix (ECM) treatment after 7 days. c) Gene expression in eosinophils isolated from ECM_tx_ muscle injuries compared to eosinophils from uninjured mice at 7‐ and 21‐days post injury. Data are mean ± SEM. d–i) Significantly altered genes in eosinophils from ECM_tx_ mice d) *Il4* encoding Interleukin (IL) 4, e) *Il13*, f) *Il10*, g) *Il6*, h) *Tgfb1*, i) *Nedd4*. Box plots are min to max and interquartile range, *n* = 5 mice. ANOVA with Tukey post‐hoc correction for multiple comparisons. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001 compared to uninjured control.

The products of these genes have been implicated in multiple stages of tissue regeneration and wound healing including IL6 interacting with satellite cells to promote muscle hypertrophy,^[^ ^24^ ^]^ IL‐4 mediated myoblast fusion to form multinucleate myofibers,^[^ ^25^ ^]^ IL‐13 effecting metabolism during exercise,^[^ ^24b^ ^]^ and IL‐10 associated with Treg function which has been shown to regulate macrophage behavior and regenerative outcome in a cardiotoxin model.^[^ ^8^, ^26^ ^]^ There was also an upregulation of the gene encoding TGFβ, which has been implicated both in regulatory immune responses and in fibrosis.^[^ ^27^ ^]^ The expression of a heterogeneous set of immune factors could point at a unique polarization state, or a multitude of eosinophil subsets that is suggested by the differential surface markers shown in Figure 2. While these markers have shown both the potential for pro‐regenerative and pro‐fibrotic phenotypes, it is likely that these cells play a role in the regeneration process. Previous reports have shown that IL‐4 derived from eosinophils was required for regeneration after cardiotoxin (snake venom) mediated muscle degeneration, suggesting a potential conserved role of eosinophils in production of IL‐4 in response to both chemically induced and physically induced muscle damage.

### 2.4 Systemic Effects of Local Material Treatment in Muscle Injury are Observed in the Peripheral Blood and Lung

Previous studies have reported that severe trauma can have systemic effects on other compartments which can cause inflammation followed by refractory regulatory responses, possibly contributing to acute pneumonia in lungs.^[^ ^28^ ^]^ In mouse models of injury, neutrophil migration to the lung has also been reported,^[^ ^28c^ ^]^ and systemic effects such as alterations in peripheral blood leukocytes and gene expression in lymph nodes have been reported in the VML model.^[^ ^5^, ^6^ ^]^ To understand the influence of injury with and without ECM treatment on other compartments we analyzed the change in frequencies of myeloid cells from uninjured condition versus a control muscle injury and ECM_tx_ injury. In systemic circulation, we reported an initial slight reduction in eosinophil proportion at 7 dpi in both control and ECM_tx_ injury when evaluated as a fraction of total peripheral blood leukocytes albeit this was not statistically significant (*p* = 0.07, **Figure** **4**a). Unlike control injury group, the eosinophil proportion in ECM‐treated group increased significantly at 21 dpi in comparison with 7 dpi (*p* = 0.002, Figure 4a). In contrast to eosinophils, we reported a dramatic initial (7 dpi) increase in neutrophils in the blood in response to control injury from their uninjured level before declining at 21 dpi (*p* < 0.0001, Figure 4a). This was not observed in ECM‐treated group with only a modest increase at 21 dpi which was not significantly different from steady‐state uninjured mice (Figure 4a). In addition, we reported an initial (7 dpi) increase in macrophage‐like (F4/80+) and other myeloid cell (CD11b+Lin‐) frequencies in both groups from their uninjured level before returning to steady state at 21 dpi (*p* = 0.0075 for macrophage‐like cells in control injury at 7 dpi versus steady state, Figure 4a). Previous reports of neutrophil migration to the lung after injury have been reported in the case of laser‐induced liver injuries,^[^ ^28c^ ^]^ and likely pose a threat to lung health in severely injured patients. The fact that a local biomaterial may mitigate this systemic response is a novel finding that suggests that such local therapeutics may also be employed to improve outcomes in more distal tissues that may be altered by traumatic injury.

**Figure 4:**
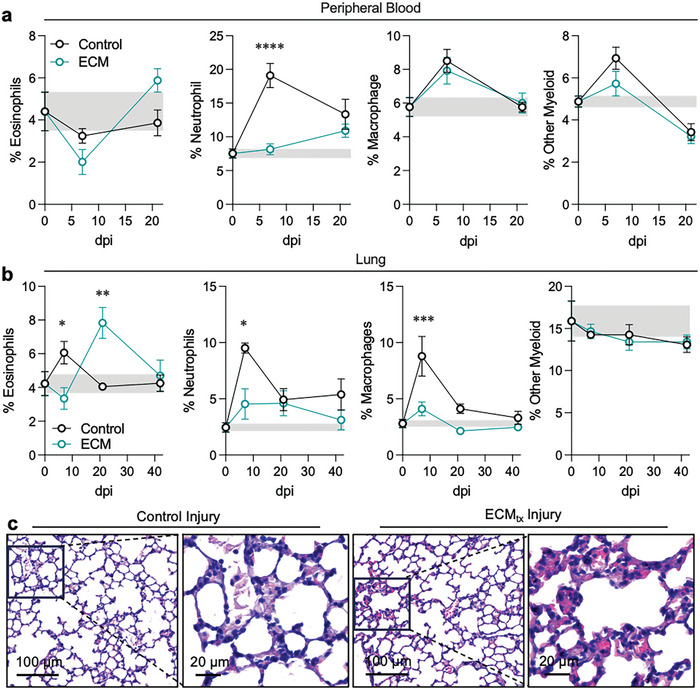
Systemic alterations in granulocyte response extend to lung tissue from distal muscle injury. a) Proportion of CD45+ cells that are eosinophils (SiglecF+), neutrophils (Ly6G+), Macrophages (F4/80+), and other myeloid cells (CD45+CD11b+Lin‐) in a) peripheral blood and b) lung tissue of mice. Teal = ECM_tx_, Black = control injury, grey band = uninjured range. dpi = days post injury. c) Hematoxylin and eosin (H&E) stained sections of mouse lung at 7 days post‐injury (dpi) in wild‐type (WT) mice. Data are mean ± SEM, *n* = 3–5 mice. ANOVA with Tukey post‐hoc correction for multiple comparisons, ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* <0.001; ^****^ *p* < 0.0001.

In addition to peripheral blood, there were also alterations in the immune cells within the lung after traumatic injury. Eosinophil proportions peaked early in control injuries with respect to uninjured mice though not significantly different, whereas with ECM_tx_ there was a delayed response with a peak at 21 dpi (uninjured: 4.23% ± 0.713 versus 7.828% ± 0.919 ECM_tx_, *p* = 0.0126, Figure 4b). Interestingly, when comparing to neutrophils, there was an increase early in control injuries (2.44% ± 0.414 uninjured versus 9.513 ± 0.404 control VML, *p* = 0.002) which was abrogated by local ECM treatment (4.526 ± 1.353, *p* = 0.012 versus control, *p* = 0.6 versus uninjured). Neutrophils in the lung of ECM_tx_ mice never reached levels that were seen in the control injury. As with neutrophils there was a transient increase in macrophages at 7 dpi in the lungs of mice with control injuries (2.797 ± 0.359 uninjured versus 8.785% ± 1.582 control injury, *p* < 0.0001) that was not present in ECM_tx_ mice (4.098 ± 0.611, *p* = 0.0003). Overall, there were no significant alterations in other myeloid cells (CD11b+Lin‐) when compared to uninjured mice. When evaluating the structure of lungs, overall cellularity was similar between the two treatment groups, with ECM_tx_ showing slightly higher eosin staining in granular cells suggesting the eosinophil presence as noted in flow cytometry, with control injury having fewer eosin‐containing granular cells more associated with neutrophils and other immune cells (Figure 4c).

As we evaluated granulocytes in the muscle, we evaluated the profile of cytokine/chemokine receptors and activation markers in the lung to determine if there were alterations in their phenotype in addition to their recruitment to the lung (**Figure** **5**). When evaluating eosinophils and neutrophils (Figure 5a), we saw distinct populations of IL5ra+, CCR3+, CD62L+, and CD101+ cells (Figure 5b,c) that changed after injury. Overall, CCR3 expression stayed relatively constant with some variability between mice. The only significant increase was seen at 7 dpi in control injured mice (Figure 5d). Interestingly, before peaking in proportion in the lung there was a significant increase in IL5Ra+ lung eosinophils in ECM_tx_ mice compared to an uninjured control which was not present at other timepoints or in control injury (Figure 5e). The greatest alterations in surface markers were seen on CD101‐CD62L+ eosinophils in control injury with peaks at both 7 and 42 dpi reaching as high as 80% of lung eosinophils in those mice (Figure 5f). There was also a transient and modest increase in CD101+CD62L+ macrophages in control injuries. In terms of neutrophils, there was a decrease in CCR3+ cells at both 7 and 21 dpi in control injuries that wasn't present in ECM_tx_ (Figure 5g). While we saw increases in IL5ra on eosinophils in the lungs of ECM_tx_ mice, there was no alteration in neutrophils, with the majority (>80%) of lung neutrophils being positive for IL5ra (Figure 5h). As with eosinophils, we only saw increases in CD101‐CD62L+ neutrophils in the lungs of control injury mice with a peak at 42 dpi (Figure 5g). There was an early preference for CD101+CD62L+ neutrophils in control injury mice (7 dpi peak) that was inverted with ECM_tx_ showing greater double positive fraction at 21 and 42 dpi. Systemic alterations in immune cells from distal inflammation have been reported in a number of contexts including traumatic injury in mice and humans.^[^ ^28^, ^29^ ^]^ While not for local scaffold implants, other ECM‐based biomaterials that have isolated the soluble fraction of these scaffolds have been shown to alter vascular permeability and systemic immune responses, suggesting a potential role for circulating materials in these responses in addition to cellular migration.^[^ ^30^ ^]^

**Figure 5:**
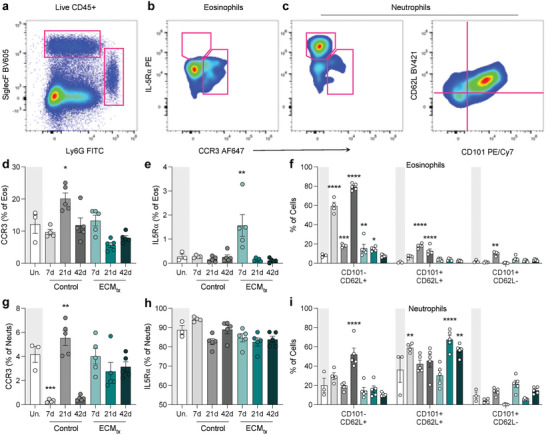
Granulocyte phenotype in lung‐responding cells after distal muscle injury. a) Example flow cytometry plot showing eosinophils and neutrophils (pink gates). b) Example gating of IL5ra+ and CCR3+ eosinophils. c) Example gating for IL5ra+ and CCR3+ neutrophils (left) and CD101+ and CD62L+ neutrophils (right). d) CCR3+ Eosinophils as a percent of total eosinophils, e) IL5ra+ Eosinophils as a percent of total eosinophils, f) CD101 and CD62L positivity as a percent of total eosinophils. g–i) CCR3, IL5ra, CD101, and CD62L positivity on neutrophils. White bar = uninjured, Black/gray bars = control injury, Teal bars = ECM_tx_. Data are mean ± SEM, *n* = 3–5 mice, ANOVA with Tukey post‐hoc correction for multiple comparisons. ^*^ *p* < 0.05; ^**^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001 compared to uninjured control.

### 2.5 Loss of Eosinophils Results in Changes in Cell Infiltration Along with Protein Degradation and Metabolic Pathways

To evaluate the role of eosinophils on the structure of muscle tissue after injury and scaffold integration, we compared injuries in wild‐type (WT) and ΔdblGATA (eosinophil‐deficient) mice. Histologically, there appeared to be a denser cellular infiltrate at the muscle interface with the ECM materials though the amount of infiltrate into the scaffold did appear similar (**Figure** **6**a). Though eosinophils make up a significant fraction of myeloid cells responding to the injury, there was not a large decrease in CD11b+ cells at the wound space as determined by immunofluorescence microscopy (Figure 6b). Morphologically there were differences in the clustering of immune (CD45+) and specifically myeloid cells (CD11b+) with dense areas of cells as opposed to a more distributed phenotype in WT mice. Given the large proportion of immune infiltrate that are eosinophils in WT mice, if these cells did not influence the chemotaxis or phenotype of other cells in the microenvironment, we would have expected for there to be a decreased cellular infiltrate due to the loss of eosinophils, especially in terms of immune cells. This does not appear to be the case, and there is potentially a compensatory response based on the presence of CD11b+ and CD45+ cells in the scaffold microenvironment. This phenotype is possibly due to the immunoregulatory behavior of eosinophils wherein they are secreting IL‐10 to mediate a transition in the microenvironment from a pro‐inflammatory type‐1 like response to a more pro‐resolution type‐2 and regulatory response.

**Figure 6:**
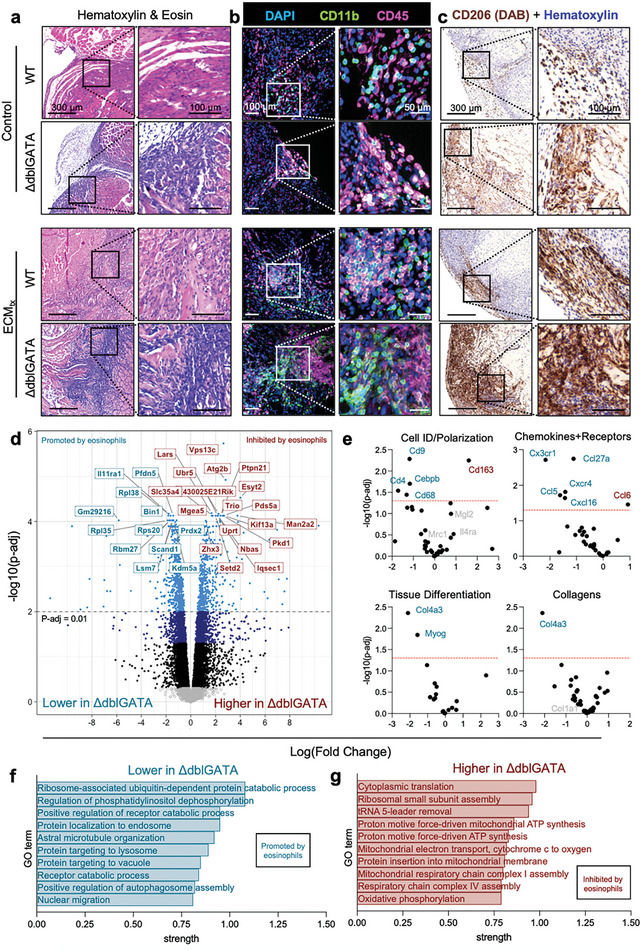
Local injury microenvironment structure is dependent upon eosinophils and altered in eosinophil‐deficient ΔdblGATA mice. a) Hematoxylin and eosin (H&E) stained sections of wild‐type (WT) and eosinophil‐deficient (ΔdblGATA) muscles at 7 days post‐injury (dpi) with and without extracellular matrix (ECM) treatment. b) Immunofluorescent staining of myeloid infiltration at 7 days post‐injury at the injury interface. Blue = DAPI/nuclei, Green = CD11b, Magenta = CD45. c) CD206 immunohistochemical staining, Brown = CD206, Purple = Hematoxylin counterstain. d) Bulk RNAseq of muscle tissue at 7 dpi of control injury displayed as fold change over WT. e) Select genes from bulk RNAseq data on immune activation and tissue differentiation. f,g) String‐db gene ontology enrichment for genes (f) decreased or (g) increased in ΔdblGATA mice compared to WT controls. Data are representative of *n* = 5 mice (microscopy) or 3 mice (RNAseq).

In order to further evaluate this phenomenon, we investigated the role of eosinophils in type‐2 macrophage polarization. Previous reports have shown that eosinophil‐secreted IL‐4 was important in cardiotoxin‐mediated muscle degeneration recovery.^[^ ^3^ ^]^ Furthermore, without Th2 T cells, macrophages are shown to have stunted M2‐like macrophage polarization as evaluated via CD206 expression.^[^ ^6a^ ^]^ To this end, we stained sections for CD206 to evaluate polarization and localization in the wound microenvironment with and without eosinophils (Figure 6c). Interestingly, there was no significant loss of CD206 expression even without the type‐2 rich IL‐4 producing eosinophils via the ΔdblGATA model. As it has been shown that CD206 is lost in *Rag^1−/−^* mice which still retain eosinophils, these data agree with previous findings that though eosinophils are the most numerous IL‐4 secreting cells in the wound microenvironment, it may be other cells, such as adaptive immune cells, that are driving some aspects of macrophage polarization, especially the M2‐like macrophage transition after initial injury. Even further, it appears that there may be some slight increase in CD206 expression especially in response to ECM treatment in ΔdblGATA mice.

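Bulk RNA sequencing compared injured quadriceps muscle of WT mice with that of ΔdblGATA mice, which lack eosinophils because a GATA-binding site in a promoter of the transcription factor gene Gata1 is deleted. Muscle was collected 7 days after a control injury, in which no ECM was implanted, from 3 mice of each genotype. RNA with a poly(A) tail was selected, and paired-end reads were assigned to transcripts by the authors with kallisto, a pseudoaligner, and summed to genes. The authors kept genes above 1 CPM in at least 3 samples, log transformed and TMM-normalized the values, and compared the genotypes with limma. Their deposited table of that comparison gives for each of 14016 genes a log2 fold change of ΔdblGATA over WT, a mean log2 CPM, a moderated t and the p-value before and after adjustment. It holds no value per mouse, so the depth of each sample is unknown, no mean and SD per genotype can be given, and no mouse could be left out in turn. Gata1, the targeted gene, is not among the genes listed, so the genotype labels could not be checked by it. Of 10 eosinophil marker genes chosen in advance, the authors' deposited table lists only Ear2, which overlaps another annotated gene and shares 60.5% of its 31-base words with other genes.
From the deposited values, the standard error of each gene was recovered as the log2 fold change divided by the moderated t, and a 95% confidence interval was set with the 16.2 degrees of freedom that the pairs of t and p-value give. The adjusted p-values are those of the Benjamini-Hochberg method over the 14016 genes. Transcript length was taken from the GENCODE M21 annotation of GRCm38 as the longest coding transcript of a gene, and was found for 13945 genes, 487 of them through an older symbol. Because long and short genes differed in direction, several results are also given after a length correction, chosen after the data had been seen, in which a smooth trend of log2 fold change on log2 transcript length was subtracted and the recovered standard error was kept.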

Given these changes in the structure and the apparent lack of change in CD206 expression on macrophages, which is known to be dependent upon IL‐4, we further analyzed the alterations in immune response to traumatic muscle injury in eosinophil‐deficient mice through bulk RNAseq (Figure 6d–g). 

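In the authors' deposited table, 2687 genes (19.2%) had an adjusted p-value under 0.05 from limma, 1264 of them higher and 1423 lower in ΔdblGATA mice, and 1171 genes were under the line at 0.01 drawn in Figure 6d. All 31 genes labelled in that volcano plot are listed with the sign of their label, 19 higher and 12 lower. The strongest evidence was for Vps13c (chromosome 9 of GRCm38, 67840396 to 67995638), a gene of lipid transport between organelles, whose log2 fold change of 2.64 in the authors' deposited table has a recovered 95% confidence interval from 2.25 to 3.03. The largest rise among called genes was that of Atad1 (chromosome 19, 32671638 to 32739786), with an interval from 7.68 to 13.00, and the largest fall that of the pseudogene Rps6-ps4 (chromosome 2, 75191073 to 75191822), with an interval from -16.65 to -6.10. The authors' mean log2 CPM over all mice was 1.99 for Atad1 and -0.87 for Rps6-ps4. Changes this large around such means leave few or no reads in the lower genotype, so the size of both changes is uncertain. Every 31-base word of Rps6-ps4 also occurs in another gene, so its value is uncertain for that reason too.
The direction of change followed transcript length. Across 13945 genes, which are not independent replicates, Spearman's rho between log2 fold change and transcript length was 0.434. The median log2 fold change was -0.68 in the shortest decile of genes (102 to 1261 nt) and 0.41 in the longest decile (6717 to 123179 nt). Of the genes called in the authors' deposited table, the shortest decile held 26 higher and 565 lower, and the longest decile 344 higher and 67 lower. The genes labelled as higher in Figure 6d had a median transcript of 7234 nt and those labelled as lower 1370.5 nt. After the length correction, 1227 genes had an adjusted p-value under 0.05 (583 higher and 644 lower), and 1052 of them were among the 2669 genes with a known length that the authors called, in the same direction.

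**Figure D1:**
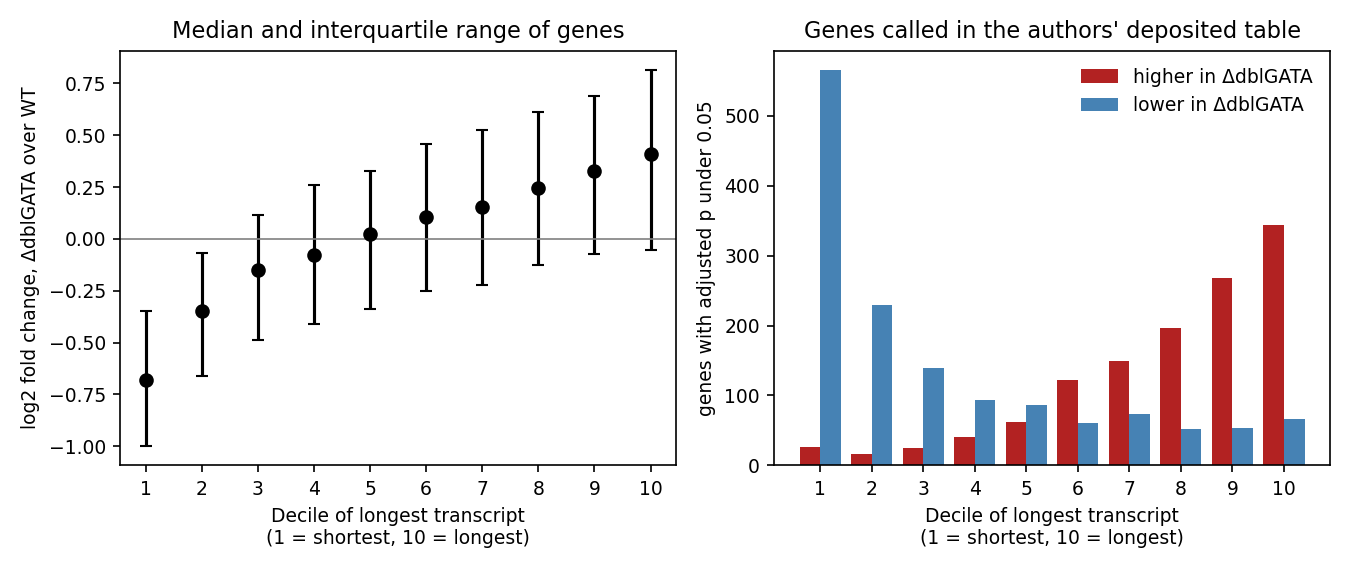
Genes of the authors' deposited table in deciles of longest transcript (horizontal axes, 1 is the shortest). The left panel shows the median (point) and interquartile range (bar) of the log2 fold change of ΔdblGATA over WT, which rises from -0.68 to 0.41, and the right panel counts genes with an adjusted p-value under 0.05 that were higher (red) or lower (blue) in ΔdblGATA mice.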

At 7 days post‐injury (control) there was a significant fraction of genes that were altered in ΔdblGATA mice (Figure 6d). When focusing on genes of interest such as cell polarization and cytokines/chemokines, we saw that there was minimal alteration in M2‐macrophage associated genes such as *Mrc1*, *Mgl2*, and *Il4ra*, while there was a significant increase in *Cd163* and decrease in *Cebpb* (Figure 6e). 

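Mrc1, which encodes CD206 (chromosome 2 of GRCm38, 14229392 to 14332057), had a log2 fold change of -0.32 and a limma adjusted p-value of 0.473 in the authors' deposited table. Its recovered 95% confidence interval, from -0.92 to 0.28, includes 0. Il4ra (chromosome 7, 125552120 to 125579474), the receptor chain for IL-4, was listed at 0.89 in the authors' deposited table, and its interval from -0.31 to 2.09 also includes 0. Mgl2 (chromosome 11, 70130329 to 70137550) was listed at 0.77 with an adjusted p-value of 0.101 over all genes in the authors' deposited table. Its interval, from 0.10 to 1.43, lies above 0, and when the adjustment was made over only the 18 genes that the paper names or labels in Figure 6e or names in its conclusions, its adjusted p-value was 0.0321. That panel is partly the authors' own selection from these data, and 15 of its genes had such an adjusted p-value under 0.05. Mgl2 shares 27.2% of its 31-base words with other genes.
Cd163 (chromosome 6, 124304656 to 124330527), a scavenger receptor of macrophages, was listed at 1.6 with an adjusted p-value of 0.00564 in the authors' deposited table, and its interval ran from 0.84 to 2.36. The transcription factor gene Cebpb (chromosome 2, 167688915 to 167690418) was listed at -1.17 with an adjusted p-value of 0.0198 in the authors' deposited table, with an interval from -1.86 to -0.48. Cd9, Cd4 and Cd68, labelled in the same panel, had intervals from -1.73 to -0.63, from -2.82 to -0.62 and from -2.2 to -0.44.
The length correction changed some of these calls. The log2 fold change of Cd163 became 1.39 (adjusted p-value 0.0219) and that of Mgl2 1.08 (0.0434). Cd4 at -1.76 (0.0442) stayed past 0.05, while Cebpb at -0.81 (0.144), Cd9 at -0.68 (0.122) and Cd68 at -0.82 (0.251) did not.

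**Figure D2:**
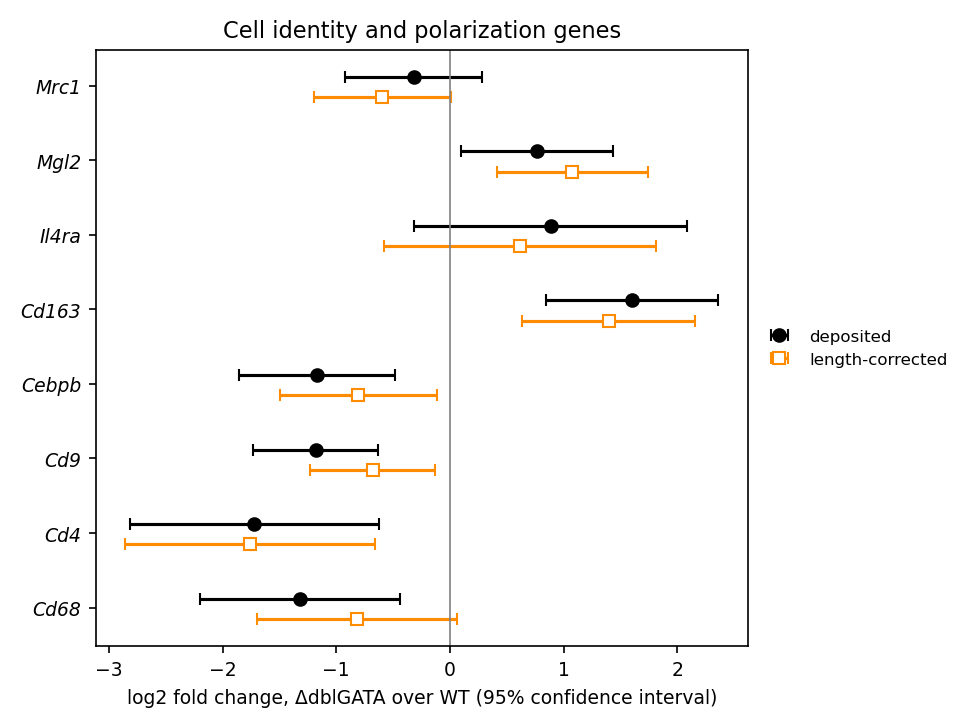
Log2 fold change of ΔdblGATA over WT (horizontal axis) for 8 polarization genes, with 95% confidence intervals as bars. Black circles are the values of the authors' deposited table and orange squares those after the length correction; the deposited intervals of Mrc1 and Il4ra cross 0, and after the correction that of Cd68 also does.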

Chemokine signals were largely unchanged with a handful being decreased (*Cx3cr1*, *Ccl27a*, *Ccl5*, *Cxcr4*, *Cxcl16*) and one being increased (*Ccl6*). 

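The 34 chemokine and chemokine receptor genes in the table, taken by their symbols, had a median log2 fold change of -0.42, and 27 of them did not pass an adjusted p-value of 0.05. Adjusted over the 34 genes alone, 5 were lower and 2 higher, as they were when adjusted over all genes. Cx3cr1 fell by 2.16 on the log2 scale in the authors' deposited table, and its recovered 95% confidence interval ran from -3.02 to -1.30. In GENCODE M21 its gene (chromosome 9 of GRCm38, 119901616 to 120069879) spans several other annotated genes. Ccl27a (chromosome 4, 41769467 to 41774247) had an interval from -1.55 to -0.67, but 79.8% of its 31-base words occur in other genes and its end overlaps that of Il11ra1, so its value is uncertain. The intervals of Ccl5 (chromosome 11, 83525778 to 83530518), Cxcr4 (chromosome 1, 128588199 to 128592293) and Cxcl16 (chromosome 11, 70453983 to 70459984) ran from -2.56 to -0.67, from -2.22 to -0.62 and from -2.30 to -0.56. Ccl6 (chromosome 11, 83587882 to 83593087) rose by 0.93 with a limma adjusted p-value of 0.0349 in the authors' deposited table, with an interval from 0.31 to 1.54. The receptor gene Ackr3 (chromosome 1, 90203980 to 90216751), named here after its value was seen, rose by 0.92 with an adjusted p-value of 0.00864 in the authors' deposited table, with an interval from 0.45 to 1.38.
The median of the 34 genes was at or above that of only 32 among 10000 random gene lists matched on mean expression (two-sided adjusted p = 0.0106 over the 8 gene lists tested so). Among lists matched on expression and transcript length the number was 695 (adjusted p = 0.278). After the length correction, Cx3cr1 at -2.37, Cxcl16 at -1.4 and Ccl6 at 1.32 kept an adjusted p-value under 0.05, and Ccl27a at -0.36, Ccl5 at -0.58 and Cxcr4 at -1.17 did not. Ackr3 at 0.89 also kept it, and Cxcl12, named here after its value was seen, newly passed as a lower gene, so that 5 of the 34 genes were called.

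**Figure D3:**
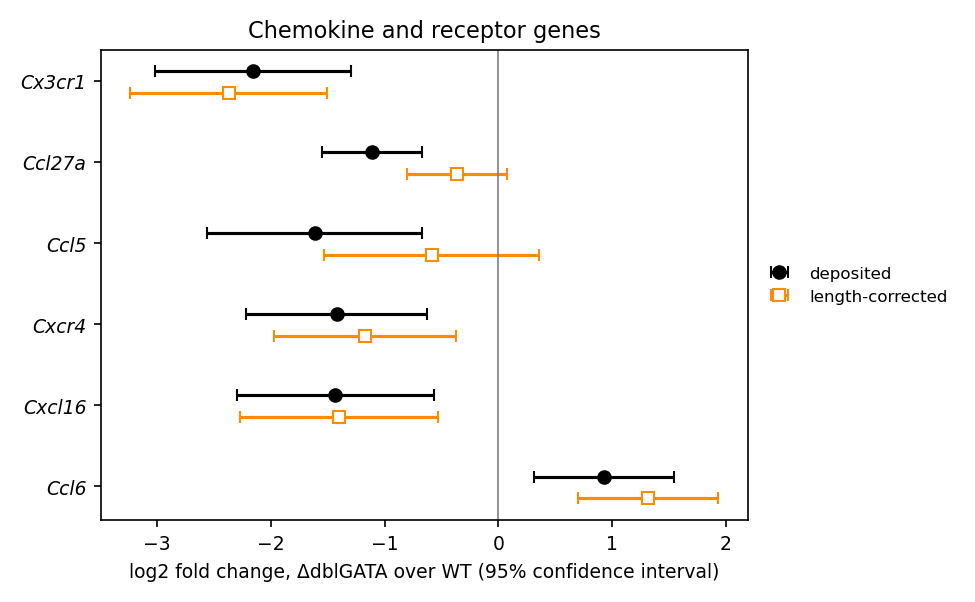
Log2 fold change of ΔdblGATA over WT (horizontal axis) for 6 chemokine and receptor genes, with 95% confidence intervals as bars. Black circles are the values of the authors' deposited table and orange squares those after the length correction, after which the intervals of Ccl27a and Ccl5 cross 0.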

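Myog, which encodes the muscle regulatory factor myogenin (chromosome 1 of GRCm38, 134289989 to 134292548), had a log2 fold change of -1.57 with a limma adjusted p-value of 0.0143 in the authors' deposited table. Its recovered 95% confidence interval ran from -2.44 to -0.70, and after the length correction its log2 fold change was -1.2 with an adjusted p-value of 0.081. Among 40 collagen genes only Col4a3 (chromosome 1, 82586921 to 82722059) passed an adjusted p-value of 0.05, over all genes and over the collagens alone, with an interval from -3.06 to -1.15. Col1a1 had an interval from -1.52 to 1.23, which does not exclude a change of 1 on the log2 scale in either direction.
As no gene ontology annotation was at hand, families were taken by gene symbol and compared with all other genes by limma's camera test on the moderated t (two-sided, Benjamini-Hochberg over 6 families). The families were chosen to match terms of Figure 6f and 6g and the paper's text, which rest on these same mice. The tests are thus no independent support for those terms. The test sets genes against genes and assumes a correlation of 0.01 between genes of a family, which could not be estimated without values per mouse. Its p-values therefore do not measure the spread between mice. The 83 cytosolic ribosomal protein genes were lower in ΔdblGATA mice, with a median log2 fold change of -1.16 (adjusted p = 1.43e-53), and 82 of them had a negative value. With a correlation of 0.05 the adjusted p from camera for this family was 7.73e-20. The 82 nuclear genes for subunits of oxidative phosphorylation had a median of -0.75 (adjusted p = 1.54e-14), the 13 mitochondrially encoded genes -0.90 (adjusted p = 0.000885) and the 38 proteasome subunits -0.32 (adjusted p = 9.01e-05). Genes for vacuolar sorting and autophagy, 49 in number, had a median of 0.15 (adjusted p = 0.00226), and genes for ubiquitin ligases and peptidases 0.29 (adjusted p = 0.00186). The families with lower values have short transcripts, with a median of 937 nt for ribosomal proteins and 891.5 nt for oxidative phosphorylation, against 4042 nt for the ubiquitin family. After the length correction the median was -0.38 for ribosomal proteins (adjusted p = 3.04e-12), 0.03 for oxidative phosphorylation (adjusted p = 0.545), -0.13 for mitochondrially encoded genes and 0.02 for the proteasome (adjusted p = 0.88 for both), 0.07 for vacuolar sorting and autophagy (adjusted p = 0.0436) and 0.17 for the ubiquitin family (adjusted p = 0.33).

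**Figure D4:**
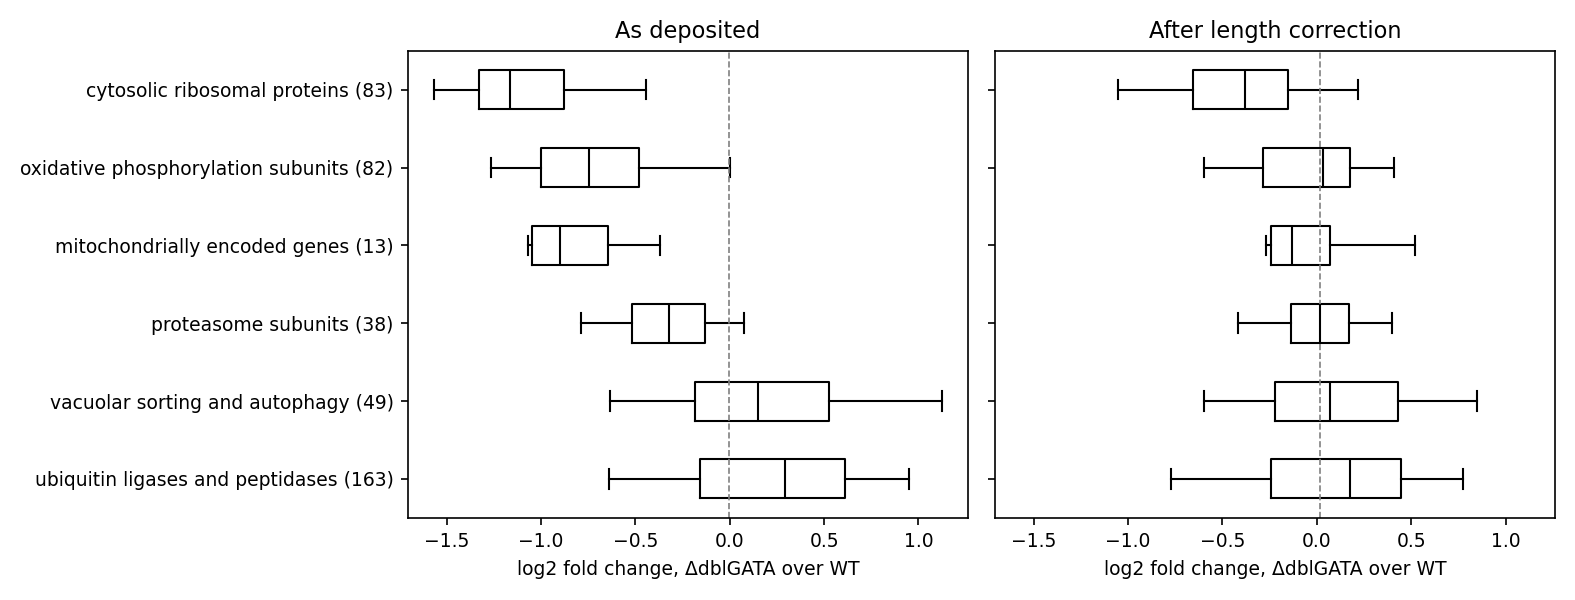
Log2 fold change of ΔdblGATA over WT (horizontal axes) of 6 gene families, with the number of genes in parentheses, in the authors' deposited table (left) and after the length correction (right). Boxes span the quartiles with the median as a line, whiskers reach from percentile 5 to percentile 95, and the dashed line is the median of all genes; the median of oxidative phosphorylation subunits moves from -0.75 to 0.03, and that of proteasome subunits from -0.32 to 0.02.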

Tissue differentiation genes were also largely unchanged with a slight decrease in *Myog* associated with muscle regeneration and agreeing with previously published work in cardiotoxin models.^[^ ^3^ ^]^ When evaluating these changes wholistically through gene ontology enrichments, we found that there was overall a decrease in gene associated with phagocytosis and protein degradation (Figure 6f) but an increase in metabolism‐related genes in the absence of eosinophils (Figure 4g).

### 2.6 Early Myeloid Infiltration into Muscle and Lungs of Injured Mice is Largely Unaffected by the Absence of Eosinophils

To further explore the immunologic response in ΔdblGATA mice, using flow cytometry we investigated myeloid infiltration in the wound space and lungs at 7 days post‐injury which is the peak of macrophage presence in the muscle wound (**Figure** **7**). Through a myeloid phenotyping antibody panel, we were able to isolate granulocytes, macrophages, and dendritic cells to characterize their response to injury (Figure 7a, gating strategy shown for WT mice). As expected, no Siglec‐F+ eosinophils were detected in the wound microenvironment of ΔdblGATA mice confirming validity of the model as an eosinophil‐deficient strain in response to muscle trauma (Figure 7b). While there was a modest increase in MHCII+ macrophages in the control injury (Figure 7c) there was no change in the more M2‐like MHCII‐ macrophages (Figure 7d) and other cell populations largely remained consistent with WT mice (Figure 7e). In terms of macrophage polarization, in control injury there was a slight increase in CD206 on MHCII‐ macrophages infiltrating control injury (Figure 7f) agreeing with our observations in histopathologic analyses. There were no significant changes in the surface markers in other cell populations or in ECM_tx_ mice (Figure 7f,g). We also evaluated the lungs with the same myeloid phenotyping panel (Figure 7h). There was a slight increase in SiglecF‐macrophages in the lung of control injured mice, but overall minimal alterations in immune cells in these mice in both control and ECM_tx_ injury (Figure 7i,j). As with local muscle tissue there was a slight increase in CD206 in control injury (SiglecF+ Macrophages, Figure 4k) and a slight increase in CD86 in ECM_tx_ injury (Figure 7l). The minimal alterations in macrophage polarization in ΔdblGATA mice when compared to previously published works on models, such as *Rag1^−/−^* which lack adaptive immune cells,^[^ ^5^, ^6^ ^]^ show that while a cell can be present in lower numbers within the injury site, they can have a large impact on cell polarization, and alternatively cells with large numbers are not necessarily major drivers of every stage of the immune response.

**Figure 7:**
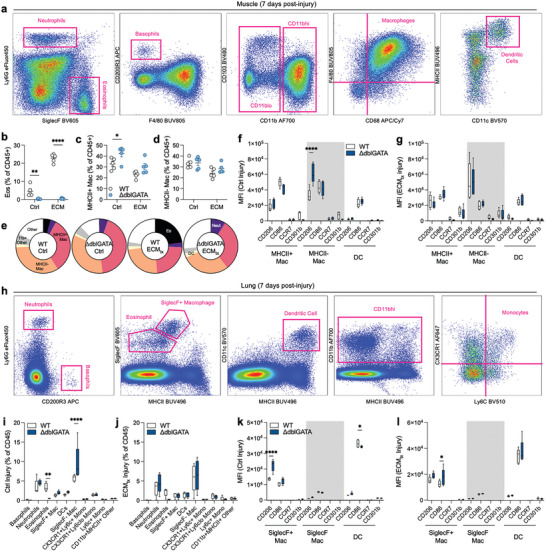
Eosinophil deficient mice exhibit typical local and systemic myeloid immune responses to traumatic injury. a) Gating scheme for myeloid cells in muscle tissue at 7 days post‐injury (dpi). b) Eosinophils as fraction of total CD45+ immune cells, c) MHCII+ macrophages as a fraction of CD45+, d) MHCII‐ macrophages as a fraction of CD45+, e) overall immune profile in control and ECM_tx_ injury in wild‐type (WT) and ΔdblGATA mice. f,g) Macrophage phenotype in f) control and g) ECM_tx_ injury, MFI = median fluorescence intensity. h) Gating scheme for myeloid cells in lung tissue at 7 dpi. i,j) Cell populations in lungs from i) control and j) ECM_tx_ injury at 7 dpi. k,l) macrophage and DC phenotype in k) control and l) ECM_tx_ injury. Data are mean ± SEM (dot plots) or interquartile range (box plots), *n* = 5. ANOVA with Tukey post‐hoc correction for multiple comparisons ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^****^ *p* < 0.0001.

## 3 Conclusions

While eosinophils have been implicated in skin wound pathogenesis previously, we have shown for volumetric muscle injuries that eosinophils play a role in regulating post‐trauma immune responses but do not alter early IL‐4 dependent M2‐like macrophage polarization. Others have shown important roles for eosinophils in muscle healing, specifically after cardiotoxin injury through secretion of IL‐4. Here, we see both strong IL‐4 and IL‐10 production from eosinophils responding to a decellularized ECM‐treated muscle injury, which shows a complex phenotype of these granulocytes that could affect multiple aspects of skeletal muscle regeneration. Interestingly, the absence of eosinophils does not correlate with a decrease in *Il4* or M2‐macrophage polarization in the wound environment even with their significant presence early in response to injury. In addition to shaping the local granulocyte response, these biomaterials are able to affect distal processes such as preventing trauma‐associated neutrophil accumulation in the lungs of injured mice. Such systemic effects of local biomaterial treatment are critical to consider in complex tissue injury and multi‐organ damage that is often observed with volumetric injuries. 

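Il4 (chromosome 11 of GRCm38, 53602982 to 53618669) was listed in the authors' deposited table with a log2 fold change of -1.29 in injured muscle of ΔdblGATA over WT mice, an unadjusted p-value of 0.0166 and a limma adjusted p-value of 0.0723. The 95% confidence interval recovered from these values runs from -2.31 to -0.27, so the unadjusted interval lies below 0 while the adjusted p-value is above 0.05. Its mean of -0.27 log2 CPM in the authors' deposited table is low, and its longest transcript is short, at 605 nt. After the length correction its log2 fold change was -0.33 with an interval from -1.36 to 0.69 and an adjusted p-value of 0.73. For Mrc1, the transcript of CD206, the log2 fold change after that correction was -0.60, with an interval from -1.2 to 0.01 and an adjusted p-value of 0.218.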

Likely there is an importance for eosinophils during the specific stages of skeletal muscle healing, but early macrophage polarization and response is largely unaffected by their absence. Future studies are needed to evaluate downstream effects of the absence of eosinophils in the long‐term recovery from traumatic injury (VML) and comparison directly to other models such as cardiotoxin (CTX), each with their own variables such as blood vessel and lymph disruption (VML) or introduction of a foreign chemical that is less frequently seen in clinical injuries (snake venom, CTX).

## 4 Experimental Section

### ECM Preparation

Materials were generated and characterized as per previously described.^[^ ^5^, ^31^ ^]^ Briefly, small intestine was dissected out from a 5‐ to 6‐month‐old American Yorkshire pigs (Wagner Meats). The submucosa layer (SIS) was isolated by physically removing muscularis layer followed by mechanically scrapping of luminal layer. The resulting SIS was then rinsed with 10% anti‐fungal and anti‐biotic suspension (penicillin, streptomycin, and amphotericin B) in distilled water and were stored at −80 °C until decellularization. After thawing, SIS was cut into 1‐inch segment in an aseptic environment followed by 30‐min incubation in 4% ethanol (Fisher Scientific) and 0.1% peracetic acid (Sigma) with continuous stirring on a magnetic stir plate. The decellularized ECM was then neutralized with successive washes of sterile 1× PBS and distilled water. The ECM was then dried by placing on sterile absorbent pads and was then transferred to a 50 mL conical tube and frozen at −80 °C until lyophilization for 24 h. The lyophilized material was then loaded into sterile cryogenic milling containers and milled into a fine powder using a SPEX Sample Prep cryogenic milling device. The resulting powder was hydrated with sterile PBS (pH 7.2) to form a thick paste which was finally loaded into a slip‐luer 1 mL syringe for application into the trauma site.

### Volumetric Muscle Loss Surgery

Mice received volumetric muscle loss trauma in both lower limbs as per the previously described method.^[^ ^5d^ ^]^ Briefly, hairs were removed from both lower limbs of 10‐ to 12‐week‐old female C57BL/6 WT mice (Jackson Laboratory stocks: 000664) by shaving with an electric trimmer followed by application of depilatory cream, 1 day before surgery. Next day, mice were anesthetized in anesthesia chamber under 4.0% isoflurane in oxygen at a 200 cc min^−1^ flow rate and received subcutaneous injection of slow‐release buprenorphine for pain management (0.5 mg mL^−1^). The mice were then maintained at 2.0% isoflurane during the overall surgical procedure that was concluded in under 10 min. In surgical procedure, the incision site was sterilized with three rounds of betadine followed by 70% isopropanol before making a 1 cm incision in the skin and through the fascia above the quadriceps muscles. Using surgical scissors, a 3–4 mm defect was created in the mid‐belly section of the quadriceps muscle by removing 1/3 of the quadriceps muscle. After muscle removal, resulting tissue gap was filled with uniform amount (50 µL) of porcine‐derived ECM scaffold paste or with sterile 0.9% saline solution (for control group). The wound was then subsequently closed with 3–4 wound clips (7 mm, Roboz) and the procedure was repeated on the contralateral leg. After the surgery mice were placed under a heat lamp for 2–3 min to let them recover from anesthesia and surgical tools were sterilized in a glass bead sterilizer for next surgery. Mice were then placed back in the cage and monitored closely until ambulatory and grooming. They were then maintained on regular diet with enrichment until the end of the study. At predetermined endpoints, mice were euthanized by carbon dioxide asphyxiation for 5 min followed by cervical dislocation. The protocol was approved by the NIH Clinical Center Animal Care and Use Committee under animal protocol number NIBIB 20‐01.

### Flow Cytometry Staining

After the due time point, mice were ethically euthanized followed by dissection of injured muscle along with implanted scaffolds. The dissected muscle was then finely diced and digested with digestive media (0.25 mg mL^−1^ Liberase (Sigma) and 0.2 mg mL^−1^ DNase I (Roche) in HEPES supplemented DMEM) on a shaker at 100 rpm for 45 min at 37 °C.^[^ ^32^ ^]^ The digested suspension was then filtered through a 70 µm cell strainer and washed with 1× PBS and centrifuged at 350 g for 5 min at room temperature. The cell pellets were then resuspended in 1 mL 1× PBS followed by addition of 9 mL of 5 × 10^−3^ m EDTA in 1× PBS solution to reduce cell clumping. The suspension was then incubated on ice for 10 min. After, incubation, volume was adjusted to 50 mL with cold 1× PBS followed by centrifugation at 350 g for 5 min at 4 °C. Samples are resuspended in 1 mL of 1× PBS followed by 5 mL RBC lysis buffer (Buffer EL, Qiagen) to eliminate red blood cell contamination. For lungs sample, similar procedure was repeated.

Blood was collected from mice through submandibular bleed to isolate 100 µ of peripheral blood. The blood was collected in a 1.5 mL Eppendorf tube containing 250 µL of 5 × 10^−3^ m EDTA solution. After collection, the tube was then briefly vortexed to avoid clot formation. Then blood was then treated with RBC lysis buffer (EL buffer, Qiagen) as previously described^[^ ^33^ ^]^ and suspension was incubated for 15 min on ice before centrifugation and washing the cell pellet with 1× PBS.

The cell pellets were then re‐suspended in 200 µL viability dye solution (1:1000 dilution of Live/Dead Blue (Thermo Fisher) in PBS) for 20 min on ice followed by washing with wash buffer (1% BSA and 2 × 10^−3^ m EDTA in 1× PBS). The cells were treated with monocyte block (BioLegend) then stained with fluorescent antibodies (Table S1, Supporting Information, and Lokwani et al^[^ ^5b^ ^]^) followed by incubation at 4 °C for 30 min. After incubation the cells were washed three times with wash buffer and analyzed on a 5 Laser Cytek Aurora flow cytometer.

### Autofluorescence Extraction and Spectral Unmixing

Considering high autofluorescence cells such as eosinophils and macrophages in our sample, unstained sample was used to characterize three different autofluorescence population as described previously^[^ ^5^, ^34^ ^]^ (i.e., AF0, AF1, and AF2 corresponding to autofluorescence of lymphocytes, eosinophils, and macrophages, respectively). These autofluorescence signatures were used as controls along with other single stain cells or bead controls for spectral unmixing. The unmixed sample was then observed on N/N plots and minor unmixing issues were corrected by utilizing spillover correction function of Spectroflow software.

### Cell Sorting of Eosinophils

To sort eosinophils, the isolated cell suspension was stained with viability dye (7‐AAD) and flow cytometry specific antibodies (Table S2, Supporting Information) and after washing cells were diluted in 2 mL of wash buffer and loaded into the BD FACS Melody cell sorter. The CD45^+^ viable cells were further gated and CD11b^+^/MHCII^−^/Siglec‐F^+^ population was sorted in 500 µL of chilled sorting buffer (fetal bovine serum (FBS) 50% v/v in PBS). The sorted cells were then centrifuged at 400 g at 4 °C for 10 min and the cell pellet was resuspended in RLT buffer containing 1% β‐mercaptoethanol for RNA isolation. The samples that had a very low yield were directly sorted in RLT buffer to avoid loss in cell number.

### RNA Isolation and RT‐PCR

The RNA isolation of sorted eosinophils was performed using RNeasy mini column kit (Qiagen) as per manufacturer instructions after resuspension into RLT Buffer with β‐mercaptoethanol. The eluted RNA was then used for cDNA synthesis. Briefly, 11 µL of eluted RNA was added to a SuperScript IV cDNA synthesis kit reaction as per manufacturer guidelines (ThermoFisher Scientific). The resulted cDNA was then pre‐amplified by utilizing Taqman preamplification kit. Briefly, 12.5 µL of cDNA was mixed with 12.5 µL of pooled probe mixture (0.2× pool of all targeted gene primer in TE buffer) and 25 µL of Taqman preamp master mix. The resultant mixture was then subjected to thermocycling as per manufacturer guidelines. For RT‐PCR reaction, 2 µL of amplified cDNA was mixed alongside with 10 µL of Taqman Fast Advanced master mix, 7 µL of DEPC water, and 1 µL of FAM‐MGB primer/probe. The resultant mixture was then run on an Applied Biosystems QuantStudio 3 RT‐PCR Machine (ThermoFisher) for 40 cycles. The CT values of all gene probes were normalized by subtracting with GUSB CT values. ΔΔCT values were calculated by subtracting ΔCT values of each probe with average corresponding ΔCT of uninjured muscle sample.

### Cytospin Staining

Eosinophil cytospin was prepared from 100 µL of sorted cell suspension for each cytospin slide. The cytospin was stained with Epredia Shandon Kwik‐Diff Stains (Fisher Scientific) as per manufacturer guidelines. Briefly, the cytospin was fixed for 30 s in fixative solution provided in the kit followed by 30 in solution 1 (Eosin) and then 30 s solution 2 (Methylene Blue). The slide was then washed with de‐ionized water and left on bench vertically with support for drying before applying mounting media and coverslip. The stained slide was observed under light microscope (EVOS, ThermoFisher) to characterize the nucleus morphology of eosinophil and to ascertain the purity of sorted eosinophil suspension.

### Tissue Processing for Histopathology

Quadriceps muscles were dissected and placed directly into 10% neutral buffered formalin (NBF, Sigma) for 24 h prior to rinsing in distilled water and dehydrating through a graded ethanol series followed by clearing in xylenes (Sigma) and paraffin (Leica) infiltration using an automated tissue processor (Leica TP1020). Resulting samples were then bisected at the midpoint of the injury to generate a cross‐sectional face of the injury area, then mounted in a paraffin block. Five (5) micron sections were taken using a standard microtome (Leica) followed by mounting on charged slides and drying in a 60 °C oven for 2 h. Resulting slides were dewaxed and rehydrated in graded ethanol series then either stained with methods below for immunohistochemistry or with H&E as per manufacturer's instructions (Sigma). H&E slides were then imaged in brightfield using a ThermoFisher EVOS microscope.

### Immunofluorescent and Immunohistochemical Staining

Rehydrated slides were subjected to citrate‐based antigen retrieval (Sigma) for 20 min in a vegetable steamer followed by slow cooling for 20 min on a benchtop. Samples were washed in 0.05% Tween 20 in 1× Tris buffered saline (TBS) followed by three rinses in 1× PBS and outlined with a hydrophobic barrier pen. For CD206 IHC staining, slides were incubated in 3% hydrogen peroxide for 10 min at room temperature prior to blocking. All slides were blocked in 1% BSA (Fisher) + 4% normal goat serum (NGS, Cell Signaling Technologies) + 0.05% Tween 20 (Sigma) in 1× PBS for 1 h at room temperature prior to incubating with primary antibody (CD206 clone E6T5J, Cell Signaling Technologies, 1:200 dilution; CD45 clone S18009F, BioLegend, 1:100 dilution; CD11b clone EPR 1344, Abcam, 1:1000 dilution) diluted in blocking buffer overnight in a humidity tray at 4 °C. The following morning samples were washed three times in 1× PBS + 0.05% Tween20. For CD206 IHC staining, samples were stained using the Vector ABC Kit as per manufacturer's instructions, exposed to DAB substrate (Vector DAB EqV) for 1 min and 20 s, followed by counterstaining in Harris hematoxylin (Sigma) for 5 min with a destain in acid alcohol followed by dehydration and mounting in a synthetic resin (Permount, Fisher Scientific). For CD45 and CD11b immunofluorescent stains, slides were incubated in 1:250 secondary antibody (anti‐Rat AF488, anti‐Rabbit AF647, ThermoFisher) for 2 h at room temperature in the dark prior to washing three times in 1× PBS. Samples were then stained with DAPI for 5 min prior to autofluorescence blocking using Vector TrueView Autofluorescence Quenching Kit (as per manufacturer's instructions) and mounting in the accompanying mounting medium. Slides were imaged on a Nikon ECLIPSE Ti2‐E wide‐field inverted fluorescent microscope.

### Bulk RNA Sequencing

Bulk RNA sequencing analysis was performed as described previously.^[^ ^5c^ ^]^ Mouse quadriceps were dissected and flash frozen at 7 dpi. RNA sequencing was performed at Azenta Life Sciences. Data analysis was performed on paired end reads from three independent samples per group. For each sample, Basecall accuracy was verified to be >30 and pseudoalignment was performed using Kallisto.^[^ ^35^ ^]^ Transcript abundance files were then imported into R (R4.4.1) and assigned gene identity using the package Ensmbldb. Counts per million (CPM) values were determined using EdgeR and filtered using CPM > 1 in at least three samples. Counts were then log transformed and normalized using the Trimmed Mean of M‐values method. Differential expression analysis was carried out using the package limma.

### Statistical Analysis

Animals were randomly assigned to treatment groups prior to performing procedures and sample size was determined based on prior experience with the animal model. For comparison of population means, an alpha value of 0.05 was used. Statistical analysis for flow cytometry and qRT‐PCR data was performed using two‐way ANOVA with Tukey's post hoc correction for multiple comparisons. Please see bulk RNA sequencing section for methods utilized for RNA sequencing data analysis. Please see figure legends for *p*‐value signifiers.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

R.L., D.F., D.R.H., T.B.N., and A.J. performed experiments. R.L. and K.S. analyzed data and wrote the manuscript. All authors reviewed and edited the manuscript. K.S. provided funding and oversaw the study.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNAseq data are available through GEO, GSE272081.

# Supplementary material for: Eosinophils Respond to Extracellular Matrix Treated Muscle Injuries but are Not Required for Macrophage Polarization
**Source:** Adv Healthc Mater. 2024 Jul 27;14(5):2400134. doi: 10.1002/adhm.202400134
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Eosinophils respond to extracellular matrix treated muscle injuries but are not required for macrophage polarization**

*Ravi Lokwani, Daphna Fertil, Devon Hartigan, Aditya Josyula, Tran B. Ngo, Kaitlyn Sadtler*

| **Antibody** | **Dilution** |
| --- | --- |
| Live/Dead Blue | 1/1000 |
| CD45-BUV805 | 1/100 |
| CD101-PE-Cy7 | 1/400 |
| CCR3-AF647 | 1/100 |
| Siglec F -BV650 | 1/200 |
| Ly6G- FITC | 1/200 |
| CD125-PE | 1/400 |
| CD62L-BV421 | 1/100 |
| F4/80-BUV563 | 1/100 |
| CD11b-AF700 | 1/400 |

**Supplementary Table 1: Antibodies used in flow cytometry analysis.**

| **Antibody** | **Dilution** |
| --- | --- |
| 7AAD | 1/1000 |
| CD45-AF488 | 1/100 |
| CD11c-PE | 1/100 |
| CD11b-BV510 | 1/100 |
| MHCII-BV421 | 1/100 |
| F4/80 APC-Cy7 | 1/100 |
| Siglec F BV786 | 1/100 |

**Supplementary Table 2: Antibodies used in flow sorting of eosinophils.** Eosinophils were identified as 7AAD-CD45+CD11c-CD11b+MHCII-F4/80-SiglecF+.

How the deposited data were processed for this re-analysis (not part of the article)

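Bulk RNA sequencing was done on quadriceps muscle 7 days after a control injury, from 3 WT and 3 ΔdblGATA mice. The authors assigned paired-end reads with kallisto, summed them to genes, computed CPM values with edgeR, kept genes above 1 CPM in at least 3 samples, log transformed and TMM-normalized the values, and tested the genotypes with limma. The paper's text does not name the genome build or transcript index. What the authors deposited and is used here is the table of that comparison. The log2 values in it are the authors' fold change of ΔdblGATA over WT and the mean log2 CPM of each gene. The moderated t is a score that the authors' limma fit gives each gene. The deposited p-value is given before and after adjustment. Values per mouse were not analysed here. The depth per sample is therefore unknown, and 3 mice per genotype limit the precision of every value.

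The tests fixed before the data were examined assumed values per sample. As the table gives comparisons, the authors' own fit takes the place of a new limma fit, and the planned refits, the fits leaving out each mouse, the splits of the 6 samples, the replicate block and the other normalizations could not be run. The fold changes and p-values of single genes are thus the authors', and what was computed from them is the following. Each standard error was recovered as the log2 fold change divided by the moderated t. Solving the pairs of t and p-value for the degrees of freedom gave 16.2, from which 95% confidence intervals were set. Recomputing the Benjamini-Hochberg adjustment over all 14016 genes gave the deposited adjusted p-values. Of these rows, 1 has no gene symbol.

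Symbols were matched to GENCODE M21 (GRCm38), 13458 directly and 487 through older symbols, so that 99.5% of genes had a transcript length, for which the longest coding transcript was used (the longest transcript where none is coding). The length correction subtracted from each log2 fold change a lowess fit on log2 length (fraction 0.3, statsmodels 0.14.6), kept the recovered standard error, and recomputed and adjusted the p-values with the same degrees of freedom. It was chosen after the data had been seen, it treats the whole trend as technical, and it does not carry the error of the fit. Sharing of sequence was measured as the percent of a gene's 31-base words, in its longest transcript, that occur in transcripts of other genes on either strand.

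Families of genes were fixed by symbol before the deposited values were examined and tested with camera on the moderated t (limma 3.58.1 in R 4.3.3, inter-gene correlation 0.01). They were chosen from the terms of Figure 6f and 6g and the paper's text, which come from these same mice. As a description, each family's median was also placed among the medians of 10000 random gene lists, matched on mean expression in 20 bins, or on expression in 5 bins and length in 20 bins. The smallest two-sided p-value these lists can give is 0.0002. Other tests used scipy 1.17.1. The genes named are those that the paper's section on sequencing names or Figure 6d and 6e label, Il4, Gata1 and eosinophil markers, a list of genes that differ between mouse strains or sexes, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05. The requirement, set with this rule, that the mice of the genotypes not overlap could not be applied to the last group. Named outside this rule are Ackr3, Cxcl12 and genes from a list of 10 for mast cells, red blood cells and platelets.

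The calculations were tested on simulated data with the standard errors and lengths of 13945 genes, 200 of them changed by a known amount. That amount was larger than the change of any gene that the paper's text on sequencing names. Noise was drawn separately for each gene, and the length trend added was a straight line on the same length measure. Of the changed genes 96% were called, with 10 unchanged genes called. With an added length trend and no correction, 306 unchanged genes were called, and with the correction 10. A simulated family of 82 genes without a change of its own fell under all 10000 lists matched on expression alone, and at or above 6234 of the lists matched on expression and length. These simulations do not measure the power for smaller changes of single genes, the effect of a wrong length or that of genes that vary together. The alternatives tried were minimum mean expressions, a minimum fold change, the length correction, centring, protein-coding genes only, another adjustment and other settings of camera.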

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

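The test of transcript length across all genes, and that of strain markers, were set before the deposited values were examined. The other tests in this part were chosen after the result was seen. The length test was prompted by the genes labelled in Figure 6d, which come from these same mice, so it is not independent of them.

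The log2 fold change of ΔdblGATA over WT rose with transcript length, a property that the paper does not report on, with Spearman's rho of 0.434 across 13945 genes. This was singled out because it is a signal across genes outside those the paper discusses. A length bias between the libraries of the genotypes, such as a difference in RNA degradation or in fragment selection, is a candidate explanation, but its direct test, whether mice of the same genotype also differ along length, needs values per mouse and could not be made, so the pattern cannot be told apart from such a bias. Other explanations could be tested. With 293 genes of short-gene families left out (cytosolic and mitochondrial ribosomal proteins, respiration, proteasome and mitochondrially encoded genes), rho was 0.418, so these families do not account for it. In the quartile of genes with the lowest expression rho was 0.248, and in the quartile with the highest 0.556, so it does not come from weakly expressed genes alone. Given GC content, the partial rho was 0.416, and given the genomic span of the gene 0.309. The 13 mitochondrially encoded genes share a precursor transcript on each strand, so that a change in transcription would move most of them together, and among them the log2 fold change also tended to rise with length (rho 0.533), but the permutation p of 0.0648 leaves this open. The genotype itself is the biological explanation the design offers, and it is confounded with any difference in RNA quality between the groups.

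There were 97 genes with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 3, 66 higher and 31 lower, of which 94 are not discussed in the paper. Such values reached -11.37 (Rps6-ps4, mean log2 CPM -0.87) and 10.34 (Atad1, mean 1.99). These sizes leave few or no reads in the lower genotype and are therefore uncertain. Of the 97 genes, 17 are annotated as pseudogenes. Reads shared between gene copies may account for a part of them, since 27 of the 97 had most of their 31-base words in other genes, against 6 of 97 genes matched on expression (Fisher's exact test, two-sided, p = 8.57e-05). The other 70 did not have most of their words in other genes. Partial sharing remains possible for them, as Tfdp1 shares 33.7% of its words, so a part played by shared reads was not excluded. Gm11518 and Rpl27-ps3, both among the 5 largest falls, are listed with the same values (log2 fold change -8.92 in the authors' deposited table) and share all their 31-base words with other genes. A region linked to Gata1 on chromosome X was tested as a source, but only 3 of the 97 genes lie on that chromosome, where 480 of all 13945 genes lie (Fisher's exact test, one-sided, p = 0.654). This count covers the whole chromosome, so a short region around Gata1 holding a few genes was not excluded. A difference in strain background could not be told apart: of Nnt, H2-Ea, H2-K1 and H2-D1, the marker genes set for this test, 3 are listed, and 0 passed an adjusted p-value of 0.05 and 1, Nnt, an unadjusted p-value of 0.05. In the whole list of 10 strain and sex genes 5 are listed, and 0 passed an adjusted p-value of 0.05 and 2, Nnt and Wdfy1, an unadjusted p-value of 0.05. Differences between single mice could not be seen.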

How the results depend on the processing

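No paired analysis was possible because the deposited table holds no values per mouse. For the same reason these alternatives, set before the data were examined, were not run: limma without a mean trend, with a robust trend or with sample weights, centring or quantile normalization of the samples, other pseudocounts, the replicate block alone and with a length correction per sample, leaving out each mouse, tests on counts, and camera with an estimated correlation. Other splits of the 6 mice were not counted either, so whether another grouping gives as many genes is open. Of the settings below, the minimum mean expressions and the minimum fold change were set in advance, and the others were chosen after the data had been seen.

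With a mean log2 CPM of at least 1 or at least 3, 2641 and 2441 genes were called against 2687, of which 2516 and 2213 were called in all genes. Requiring an absolute log2 fold change of at least 1 left 1192 genes. The length correction left 1227 genes, and 537 at an adjusted p-value under 0.01, and Benjamini-Yekutieli adjustment 853 and 336. The share of called genes that were higher was 47.0% and lay between 42.3% and 49.7% under these settings. Centring moved the median of all genes by less than 0.01.

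Of the chemokine genes 2 passed under Benjamini-Yekutieli adjustment, against 7. With a mean log2 CPM of at least 3, which removes Col4a3, 0 collagens passed, and 3 had an unadjusted p-value under 0.05. The listed eosinophil marker is removed by both expression filters. After the length correction the adjusted p-value from camera was 0.545 for oxidative phosphorylation, 0.88 for mitochondrially encoded and for proteasome genes and 0.33 for the ubiquitin family. The lower medians of oxidative phosphorylation and proteasome genes became 0.03 and 0.02 there, so that these calls depend on the length trend. With an inter-gene correlation of 0.05 the adjusted p-value was 0.0525 for vacuolar sorting and autophagy and 0.0888 for the ubiquitin family, and on ranks 0.0647 for the former; the cause was not tested. Cytosolic ribosomal proteins stayed lower and past 0.05 under every setting of camera run. The Spearman correlation with transcript length was 0.481 and 0.515 with the expression filters, which remove weakly expressed genes, where it is lowest (0.248 in the lowest quartile by expression). It was 0.232 with the median in place of the longest transcript; the cause was not tested.

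Of 65 named genes, the length correction left 8 no longer past 0.05 and brought Mgl2 past it. Glo1 and H2-D1, neither past 0.05, changed sign, to -0.34 and 0.14. Benjamini-Yekutieli adjustment left 16 no longer past 0.05, Cd163, Cebpb, Ccl5, Cxcr4, Cxcl16, Ccl6 and Myog among them. The expression filters, centring and the restriction to protein-coding genes changed no call of a named gene they kept.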

Differences from the paper's values

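The log2 fold changes compared with Figure 6e lay within the recovered standard error of the values read from it by eye.

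The paper states that genes of protein breakdown were decreased and genes of metabolism increased in the absence of eosinophils, and Figure 6f and 6g place terms of protein targeting to the vacuole, autophagosome assembly and ubiquitin-dependent breakdown among the lower genes and terms of translation and respiration among the higher. With the sign used in Figure 6d and 6e, the medians of the log2 fold change went the other way for 5 of these groups. Cytosolic ribosomal proteins had a median of -1.16, oxidative phosphorylation subunits -0.75 and mitochondrially encoded genes -0.90, while vacuolar sorting and autophagy had 0.15 and the ubiquitin family 0.29. Proteasome subunits, at -0.32, were lower. The minimum mean expressions, set before the data were examined, kept these directions. After the length correction, chosen after seeing the values, the medians of oxidative phosphorylation and proteasome subunits were 0.03 and 0.02, and those of the other families kept their sign. Figure 6d itself labels Rpl38, Rpl35 and Rps20 as lower and Vps13c and Atg2b as higher. Whether Figure 6f and 6g follow that same sign was not established, so the reason for the opposite directions is open.

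The paper states that a single chemokine signal was increased and names Ccl6. In the authors' deposited table, Ackr3 also rose, by 0.92 with a limma adjusted p-value of 0.00864.

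The paper's conclusions state that a lack of eosinophils did not go along with a decrease in Il4. In the authors' deposited table its log2 fold change is -1.29 with a limma adjusted p-value of 0.0723, so it is not past 0.05 over all genes. Its log2 fold change after the length correction, chosen after seeing the values, was -0.33 with a 95% confidence interval from -1.36 to 0.69 and an adjusted p-value of 0.73. Adjusted over the 18 genes that the paper names or labels, a panel partly selected from these data in which 15 genes are past 0.05, the deposited value had an adjusted p-value of 0.0213.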

Other observations

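The tests in this part were chosen after the direction of the families had been seen.

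A length bias was tested as a source of the family changes by setting each median among 10000 random lists of genes matched on expression and length. For oxidative phosphorylation subunits 1062 of the lists had a median at or below that of the family (adjusted p = 0.34 over 8 gene lists), against 0 of the lists matched on expression alone (adjusted p = 0.000533), so that genes of the same length and expression changed as much. For vacuolar sorting and autophagy the number was 7274 (adjusted p = 0.623), but it was already 8617 among lists matched on expression alone (adjusted p = 0.316), so this comparison says nothing about length for that family. For cytosolic ribosomal proteins 0 of the 10000 lists were at or below (adjusted p = 0.0016, from the smallest p-value the lists can give), and for ubiquitin ligases and peptidases 9985 were (adjusted p = 0.00853). The camera test after the length correction gave an adjusted p-value of 0.33 for ubiquitin ligases and peptidases, on the other side of 0.05 from the lists, and 0.0436 for vacuolar sorting and autophagy, so whether length accounts for either is open. For oxidative phosphorylation (0.545) and cytosolic ribosomal proteins (3.04e-12) both checks fell on the same side of 0.05. A hypothesis is that ribosomal protein transcripts are lower in injured ΔdblGATA muscle beyond the length trend, but sharing of reads with the many ribosomal pseudogenes was not tested for the family, and the length trend itself is unresolved. Both checks also rest on the longest transcript, and other length measures were not tried for the family. Rps20, with 357 nt of coding sequence, was given 3706 nt, and the correction moved it from -1.73 to -1.85. Rpl38, at 457 nt, moved from -1.64 to -0.52.

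Collagen genes have long transcripts, with a median of 5989 nt, and did not rise with other long genes. Their median log2 fold change was -0.09, and 3 of 10000 lists matched on expression and length had a median at or below it (adjusted p = 0.0032), against 3555 of the lists matched on expression alone (adjusted p = 0.711). The 77 mitochondrial ribosomal protein genes, a family added after the data had been seen, had a median of -0.55, and 444 of 10000 lists matched on expression and length were at or below it.

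Ear2, the listed eosinophil marker, had a log2 fold change of 1.26 in the authors' deposited table with a 95% confidence interval from -0.44 to 2.96. The length-corrected value was 2.11 with an interval from 0.41 to 3.81 and an adjusted p-value of 0.12. That interval lies above 0 only because a trend of -0.85 was subtracted. The sequence of Ear2 is shared with other genes, its mean of 0.13 log2 CPM is low, and it passed an adjusted p-value of 0.05 neither way. As the other eosinophil markers are not listed, a loss of eosinophils could not be judged from this gene. Of 10 genes of mast cells, red blood cells and platelets, lineages that also depend on Gata1, 0 passed an adjusted p-value of 0.05 and 2 an unadjusted p-value of 0.05, and 7 had a negative log2 fold change. These genes are short, with a median transcript of 896.5 nt. The 2 genes past the unadjusted threshold are Pf4 and Tpsb2, and with the length trend subtracted the intervals of both include 0. The log2 fold change of Pf4 moved from -0.87 to 0.10, with an interval from -0.64 to 0.85. That of Tpsb2 moved only from -4.93 to -4.47. Its interval, which ended at -0.03 in the deposited values, then ran from -9.37 to 0.44. The length trend thus took up the fall of Pf4 but little of that of Tpsb2. No biological explanation was tested for these values.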
